A study of Mus musculus with 6 samples.

How the data were processed

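RNA was extracted from monolayer-expanded mouse embryonic chondrocytes and polyadenylated RNA libraries were made with the Tecan Universal Plus mRNA-Seq kit, per the labels' protocols. The deposited table gives raw read counts per gene symbol, 1 column per library, and the authors did not normalize them, as judged from whole numbers whose totals differ between libraries. The table's name points to featureCounts. Its version, the aligner, the genome build, the annotation and the strand setting are not stated in the labels. Each column name matched the title of 1 sample, and 0 columns belonged to samples outside the series. Groups were taken from the titles and the genotype label. Genes of the protocadherin clusters, which share exons, often had equal or nearly equal counts, as happens where a read is assigned to each gene it overlaps. The counting setting is not stated, and totals would exceed the number of reads to that extent. Of the tested genes, 21 had exactly the 6 counts of another tested gene. Every row of the table carried a gene symbol, so no unassigned reads were removed.

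Total counts per library ranged from 15113675 to 19606082. Libraries held no molecular identifiers that the table records, so the confidence interval given for a share of reads (95%, Wilson) covers counting error only. A gene at or under 3 counts was treated as at the floor.

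Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults on the groups, library sizes were scaled by TMM, and a quasi-likelihood model with robust dispersion estimation (glmQLFit, glmQLFTest) was fitted over the 6 libraries with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over 13761 genes, with a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic. CPM values are TMM-normalized and means are given with the SD over 3 libraries. With 3 libraries against 3, an exact permutation test of a single value cannot give a two-sided p below 0.1, so none was run on single genes. Results across many genes were instead compared with the 10 splits of the 6 libraries into 3 and 3. Principal components were taken from log2 CPM with a prior count of 2.

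The test, the samples, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The rule named the 5 largest rises and falls among genes past the threshold or, if there were none, the 3 genes with the smallest p in each direction, together with Sox9, Acan, Col2a1, Col1a1 and Col10a1, the H3.3 genes, and members of the lists past the threshold. Since no gene passed over all genes, list members named in the text are those with the smallest p-values, chosen after their values were seen. The 8 lists were cartilage matrix and chondrocyte identity, fibroblast-like dedifferentiation, hypertrophic chondrocyte, H3K9 methylation machinery, germline, interferon-stimulated, zinc-finger symbols and clustered protocadherins. They come from general knowledge and not from these samples. Lists were tested two-sided with camera in limma 3.58.1, with fry and camera with an estimated correlation as alternatives. Further lists, of mitosis, skeletal muscle, macrophage and blood, endothelial and sex-linked genes, were fixed at the same time for weighing explanations, and a list of retinoic acid response genes was written after the first fit.

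The alternatives were the DESeq2 1.42.0 Wald test, limma-voom, DESeq2's size factors, library size alone, all genes with a count, genes with at least 10 counts in every library, removal of genes on chromosomes X and Y, a per-library loess offset on GC content (span 0.5), leaving out each library in turn, and an adjusted p under 0.01. Added after the data were seen were a per-library loess offset on transcript length and GC content together, a fit without robust dispersion estimation, and a fit with the alpha and gamma protocadherin clusters as 1 gene each, given the lowest count of their members in each library. Length and GC content came from the longest GENCODE M21 transcript of each symbol, found for 27300 of the 35976 symbols and 96.6% of the tested genes. Chromosomes came from the RefSeq GRCm38.p6 gene table, found for 33506 symbols and 98.3% of the tested genes. No coordinates are given because the build of the counts is not stated. Similar transcripts of named genes were found with blastn 2.17.0 on GENCODE M21, and overlapping genes from its annotation.

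The computations were tested on simulated data drawn from the means, dispersions and library sizes of these libraries, with 200 of 13761 genes changed 2-fold or 4-fold in each of 5 simulations. Of all calls, 7.46% were false with edgeR, 5.51% with limma-voom and 26.2% with DESeq2. DESeq2 recovered 43.4% of genes changed 2-fold. In the same 5 simulations a list of 30 genes shifted by 0.5 on the log2 scale passed an unadjusted p of 0.05 in 5 of 5 with camera and with fry, and an unchanged list passed in 1 of 5 with camera. Simulated genes were drawn independently of each other. These rates therefore do not hold for correlated lists, such as the cartilage list (estimated correlation 0.409). The length and GC offset moved a simulated rank correlation of fold change with length from -0.44 to -0.01.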

Results

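Polyadenylated RNA was sequenced from mouse chondrocytes, the matrix-producing cells of cartilage, taken from the articular cartilage of the hind limbs of embryos at day 18.5. The cells were grown as a monolayer on tissue culture plastic for 16 population doublings. Throughout expansion they were exposed to doxycycline at 2 µg/ml, which switched on a transgene for the histone variant H3.3. In the H3K9M group the transgene carried methionine in place of lysine at residue 9, and the labels describe these cells as having suppressed methylation of that residue. In the H3WT group the transgene was wild-type H3.3. Methylation of H3 lysine 9 marks silenced chromatin. The comparison asked which transcripts differed between expanded chondrocytes with suppressed H3K9 methylation and expanded chondrocytes with the control transgene. There were 3 libraries of H3K9M cells (replicates 1, 3 and 5) and 3 of H3WT cells (replicates 1, 2 and 4).

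The table held counts for 35976 genes, of which 19994 had at least 1 count in some library. Total counts were 15113675, 19322850 and 19606082 in H3K9M replicates 1, 3 and 5, and 18654972, 18699689 and 17768255 in H3WT replicates 1, 2 and 4. After the filter on low counts 13761 genes were tested, and these carried between 99.87% and 99.93% of the counts of each library. The 20 genes with the most counts over the 6 libraries took 10.9% to 14.8% of the counts of a library. No pair of replicates was a repeated library, since the counts of replicate pairs differed by 28.3 to 122 times the variance that sampling alone gives (chi-square per degree of freedom over genes).

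The spread between replicates was wide. Pearson's r of log2 CPM (read counts scaled to a common library size) across genes was 0.944 to 0.962 for the 3 pairs within H3K9M and 0.915 to 0.963 for the 3 pairs within H3WT, against 0.909 to 0.944 for the 9 pairs between the groups. These correlations are across genes, which are not independent replicates. The first principal component held 35.5% of the variance and did not separate the groups, since H3K9M replicate 3 (51) and H3WT replicate 2 (49.1) lay together at one end and H3WT replicates 1 (-56.2) and 4 (-51.5) at the other. The second component held 28.8% and placed the H3K9M libraries between 19 and 39.8 and the H3WT libraries between -71.5 and -11.4, with H3WT replicate 2 farthest out. The common biological coefficient of variation estimated by edgeR was 0.336.

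**Figure D1:**
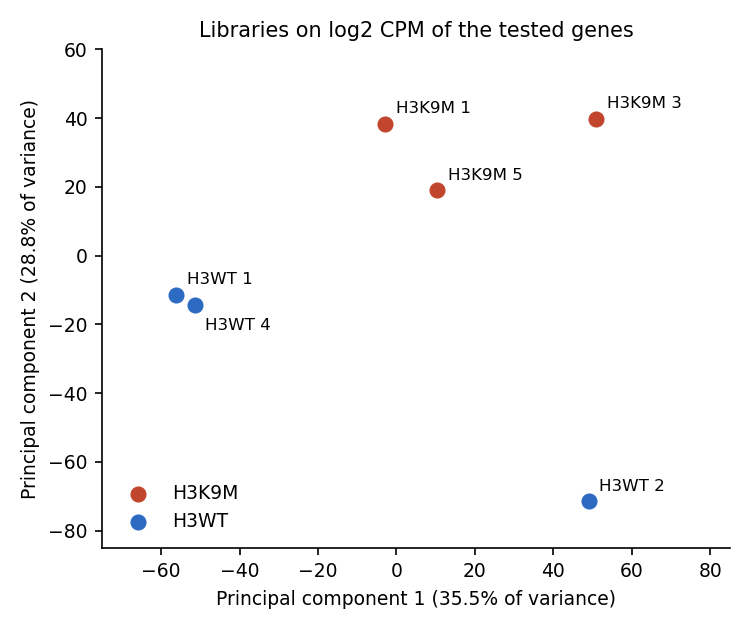
Each point is 1 library, placed by its scores on the first (horizontal, 35.5% of variance) and second (vertical, 28.8%) principal components of log2 CPM over 13761 genes, coloured by group. The H3K9M libraries score 19 to 39.8 on the second component and the H3WT libraries -71.5 to -11.4, while the first component mixes the groups.

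The transcripts of the H3.3 genes were examined first because both groups expressed an H3.3 transgene. H3f3a had 801 ± 52.5 CPM in H3K9M and 840 ± 95.3 CPM in H3WT (SD, n = 3 each). The log2 fold change was -0.07 (SE 0.14, adjusted p 0.886, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). H3f3b had 259.3 ± 3.21 CPM in H3K9M and 249.5 ± 6.85 CPM in H3WT, a log2 fold change of 0.06 (SE 0.11, adjusted p 0.878). Neither difference passed the test, and for both genes the values of the groups overlapped. The sign of the H3f3b difference turned under an offset for GC content, to -0.001, and under an offset for transcript length and GC content, to -0.08. That of H3f3a turned without H3WT replicate 2, to 0.03. H3f3a shares at least 90% identity over 200 or more bases with 41 other annotated transcripts and H3f3b with 3, and H3f3a overlaps other genes on the opposite strand, so both counts are uncertain. Whether reads of the transgene were counted under these genes is not stated, and gene counts do not distinguish the mutated codon.

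Across the transcriptome, 0 of the 13761 genes had an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), with or without a minimum change of 2-fold. The smallest adjusted p was 0.0987 and 1 gene lay under 0.10. At an unadjusted p under 0.05 there were 1677 genes (12.2%), 883 higher and 794 lower in H3K9M, where 688 would be expected by chance, and 467 of the 1677 changed at least 2-fold. In 2671 genes (19.4%) the 3 normalised values of one group all lay above those of the other, a separation that chance gives in 10%. The alternative that moved this result most was the DESeq2 Wald test, which called 367 genes. Leaving out H3WT replicate 2 gave 91 genes with the edgeR test, and leaving out H3K9M replicate 3 gave 2. In counts simulated with the means and dispersions of these libraries, the edgeR test recovered 29.2% of genes changed 2-fold and 67.6% of genes changed 4-fold. A 2-fold change in most single genes was therefore not detectable at this spread.

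With 0 genes past the threshold, the 3 genes with the smallest p-values in each direction were examined, and none of these differences passed the correction for multiple testing. Crabp2 had 97.7 ± 28.5 CPM in H3K9M and 21.5 ± 2.12 CPM in H3WT (SD, n = 3 each; log2 fold change 2.18, SE 0.22, adjusted p 0.0987, edgeR). Eno1b had 168.6 ± 64 CPM against 21.4 ± 3.8 CPM (log2 fold change 2.98, SE 0.31, adjusted p 0.142). The Eno1b transcript shares at least 90% identity over 200 or more bases with 7 other annotated transcripts. It is 99.5% identical to that of Eno1 over 1652 bases and 99.8% identical to that of Gm4735 over 1302 bases. Eno1b took 13.8% ± 0.13 of the reads assigned to Eno1 and Eno1b in H3K9M and 1.98% ± 0.41 in H3WT, so its count is uncertain. Rbfox1 had 15.7 ± 6.72 CPM against 1.59 ± 0.365 CPM (log2 fold change 3.31, SE 0.41, adjusted p 0.147). Among genes lower in H3K9M, Lrrn3 had 2.65 ± 0.691 CPM against 13.96 ± 2.11 CPM (log2 fold change -2.39, SE 0.31, adjusted p 0.147). Cyp26b1 had 28.9 ± 7.27 CPM against 110.1 ± 31.8 CPM (log2 fold change -1.93, SE 0.25), and C1galt1 had 20.6 ± 1.47 CPM against 42.6 ± 1.49 CPM (log2 fold change -1.05, SE 0.14), each with an adjusted p of 0.147. Each of these 6 genes had all 3 H3K9M libraries on one side of all 3 H3WT libraries. Lrrn3 and C1galt1 overlap other genes on the opposite strand in GENCODE M21 (Immp2l and Gm43962). Rbfox1, C1galt1 and Eno1b each overlap a gene on their own strand, so reads of these 4 genes could be shared.

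None of the 5 marker genes chosen for chondrocyte phenotypes passed the test, and the values of the groups overlapped for each. Sox9, a transcription factor of cartilage, had 148.5 ± 33.8 CPM in H3K9M and 224.6 ± 72 CPM in H3WT (log2 fold change -0.60, SE 0.27, adjusted p 0.429, edgeR), and -0.38 without H3WT replicate 2. Acan, which encodes the proteoglycan aggrecan, had 297.6 ± 154 CPM against 356.1 ± 319 CPM (log2 fold change -0.26, SE 0.69, adjusted p 0.92). H3WT replicate 2 held 721.8 CPM of Acan, and without it the log2 fold change was 0.79. It was 0.03 without H3K9M replicate 3. Col2a1, the main collagen of cartilage, had 6304 ± 1850 CPM against 9642 ± 4600 CPM (log2 fold change -0.61, SE 0.39, adjusted p 0.558), and the log2 fold change was -0.22 without H3WT replicate 2. Col1a1, a collagen gene of fibroblasts, had 10750 ± 5360 CPM against 11440 ± 7630 CPM (log2 fold change -0.09, SE 0.64, adjusted p 0.973). Its sign depended on the GC offset (0.03) and on single libraries, with 0.26 without H3K9M replicate 3 and 0.48 without H3WT replicate 1. Col10a1, a collagen of hypertrophic chondrocytes, had 181.7 ± 49.2 CPM against 200.9 ± 121 CPM (log2 fold change -0.15, SE 0.51, adjusted p 0.942), and it was 0.32 without H3WT replicate 4 and 0.07 with limma-voom. Col10a1 overlaps Nt5dc1 on the opposite strand.

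**Figure D2:**
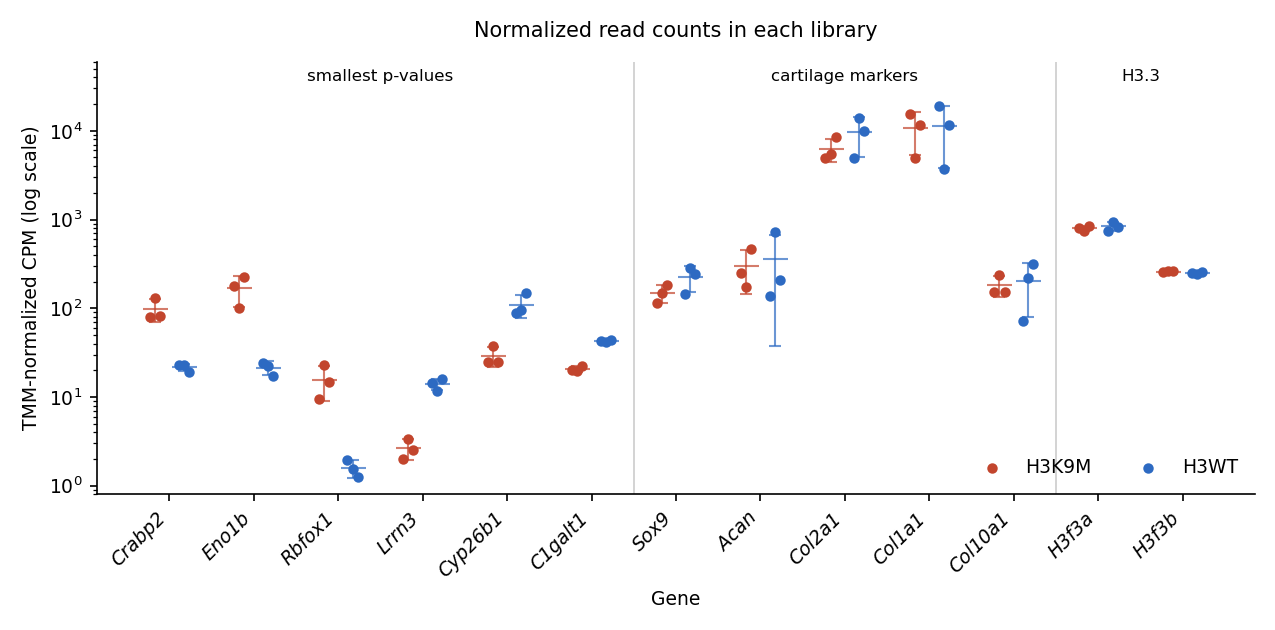
Normalized CPM (vertical, log scale) of 13 genes in each library. Points are single libraries coloured by group, horizontal bars are group means and whiskers are ±1 SD (n = 3 per group). The groups do not overlap for the 6 genes at the left, chosen by p-value, and overlap for the 5 marker genes and the H3.3 genes, with H3f3b between 242.9 and 261.8 CPM over the 6 libraries.

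Lists of genes fixed before the data were examined were then compared as sets with camera, a competitive test of whether the members of a list ranked apart from the other genes (preset inter-gene correlation 0.01, p adjusted over the 8 lists). In no list did a member pass an adjusted p of 0.05 over all genes tested. The 28 tested genes of the cartilage matrix and chondrocyte identity list had a median log2 fold change of -0.61, with 23 lower in H3K9M (camera adjusted p 0.05, just above the threshold before rounding). It passed with library size alone as the scaling (adjusted p 0.0282) and with either other filter on low counts (0.016 and 0.022). Relative to each gene's mean, the median of this list was 1.43 (log2) in H3WT replicate 2, 0.22 in H3WT replicate 4 and -0.57 in H3WT replicate 1, against -0.51, 0.05 and 0.03 in H3K9M replicates 1, 3 and 5. Without H3WT replicate 2 the list's median log2 fold change was -0.07 (adjusted p 0.797), and without H3WT replicate 1 it was -0.88 (6.74e-06). It also passed without H3K9M replicate 3 (0.0402) or 5 (0.0307). In this list 1 gene, Prg4, passed when adjusted over the list alone (log2 fold change 0.74, adjusted p over the list alone 0.0269, edgeR), and 7 had an unadjusted p under 0.05.

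The 29 genes of the fibroblast-like dedifferentiation list had a median log2 fold change of -0.09 (camera adjusted p 0.305). Of these, 3 passed when adjusted over the list alone, and 6 had an unadjusted p under 0.05. Snai1 and Snai2 were lower in H3K9M (log2 fold changes -0.84 and -0.91, SE 0.12 and 0.20), and S100a4 was higher (1.01, SE 0.16). Without H3WT replicate 2 this list passed the camera threshold, with a median of -0.40 and an adjusted p of 0.033. Its median turned positive without H3K9M replicate 3 (0.07), H3WT replicate 1 (0.04) or H3WT replicate 4 (0.02), and with the length and GC offset (0.03). The 16 tested genes of the hypertrophic chondrocyte list had a median of -0.42 (camera adjusted p 0.0432), with 11 lower. Its median was -0.26 without H3WT replicate 2 and -0.56 without H3WT replicate 1, the extremes over the fits that left out a library. The list did not pass without H3K9M replicate 5 (adjusted p 0.0609), H3WT replicate 2 (0.0725) or H3WT replicate 4 (0.122). Nor did it pass with the length and GC offset (0.0549). Of these genes, 2 passed when adjusted over the list alone and 3 had an unadjusted p under 0.05. Pth1r, with the smallest p, had a log2 fold change of -1.67 (SE 0.30), and Ibsp had -2.13 (SE 0.54). The 36 genes of the H3K9 methylation machinery list had a median of -0.09 (camera adjusted p 0.0432), with 26 lower. The list mixes genes that add H3K9 methylation with genes that remove it, such as Kdm3a and Kdm4a, so its direction has no single meaning. It did not pass without H3K9M replicate 1 (adjusted p 0.0613), H3K9M replicate 3 (0.085) or H3WT replicate 1 (0.115), nor with library size alone (0.0531) or the length and GC offset (0.312). Its median was -0.18 without H3WT replicate 2. In this list 6 genes had an unadjusted p under 0.05 and 1 gene, Prdm16, passed when adjusted over the list alone (log2 fold change -0.67, SE 0.14).

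None of the germline, zinc-finger, protocadherin and interferon-stimulated lists passed the set test as higher in H3K9M. Which of their members lie under H3K9 methylation in these cells was not examined. The zinc-finger list was picked by symbol alone, so its median does not test genes under H3K9 methylation as a class. Of the 40 germline genes 6 passed the filter on low counts, and their median log2 fold change was 0.07 (camera adjusted p 0.931). With every gene that had a count, 23 germline genes were tested and their median was 0.48 (adjusted p 0.303). The median was 0.75 without H3WT replicate 4, with 9 genes tested (adjusted p 0.124), 0.43 without H3K9M replicate 3, 0.29 without H3K9M replicate 5, 0.18 without H3WT replicate 1, and -0.19 with at least 10 counts required in every library. The 356 genes with zinc-finger symbols (Zfp, Zkscan, Rsl or Rslcan followed by a number) had a median of -0.002 (camera adjusted p 0.618), with 179 lower and 177 higher. Under library size alone as the scaling this median was 0.06, where the median of all genes also rose by 0.056, and the sign also turned in 3 of the 6 fits that left out a library. The 44 clustered protocadherin genes were all lower in H3K9M under the TMM and DESeq2 scalings, and 43 of 44 with library size alone. Their median was -0.38 (camera adjusted p 7.32e-06). Without H3WT replicate 2 it was -1.20, over the 48 genes that then passed the filter. In this list 0 genes passed when adjusted over the list alone and 4 had an unadjusted p under 0.05. Its members are not separate measurements, since 9 of the 14 alpha genes had exactly the counts of another alpha gene and the 22 gamma genes spanned log2 fold changes of -0.39 to -0.28. The 23 interferon-stimulated genes had a median of -0.27 (camera adjusted p 0.241). That median was 0.08 without H3WT replicate 2, and the list passed without H3K9M replicate 3 (adjusted p 0.0267) or without H3WT replicate 1 (0.0127). In the germline, zinc-finger and interferon-stimulated lists 0 genes passed when adjusted over the list alone, and 0, 27 and 1 genes had an unadjusted p under 0.05.

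None of the 3 list calls held under the set tests that take the correlation between genes from the data. With the estimated correlation, the adjusted p from camera was 0.811 for the protocadherins (correlation 0.813) and 0.552 for both the hypertrophic and the H3K9 machinery lists. With fry, a rotation test on the same fits, the adjusted p was 0.828, 0.221 and 0.234 in the same order. The estimated correlation was 0.00733 in the hypertrophic list and 0.0444 in the H3K9 machinery list. A correlation above the preset 0.01 therefore does not account for the lost call of the hypertrophic list. Before adjustment, that list had p 0.0706 with camera at the estimated correlation and 0.0276 with fry.

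**Figure D3:**
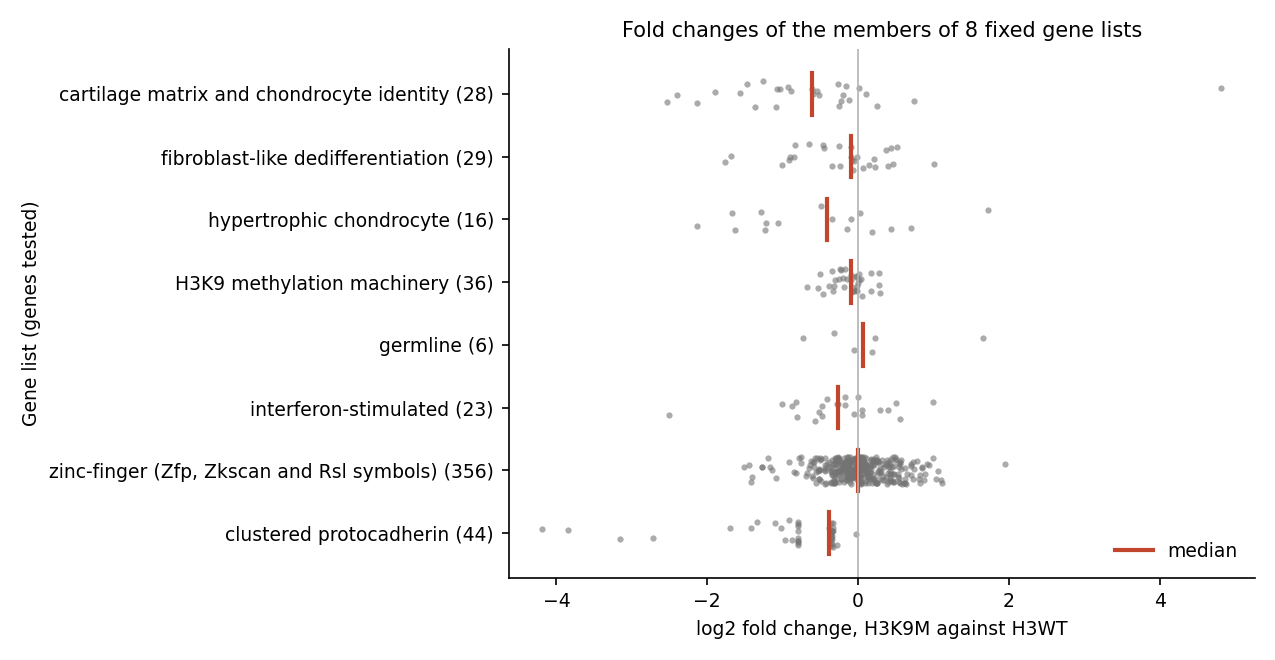
Each point is 1 tested gene, placed by its log2 fold change between H3K9M and H3WT (horizontal), in rows by list (number of genes tested in parentheses); vertical bars are list medians and vertical jitter carries no meaning. Medians range from -0.61 in the cartilage list to 0.07 in the germline list, and the members of each list except the protocadherins, which lie below 0 under the TMM scaling shown, lie on both sides of 0.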

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

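The length and GC offset, the fit without robust estimation and the protocadherin clusters as 1 gene each were chosen after the data were seen. The count of changed genes was 0 in the reported fit and stayed at 0 with DESeq2's size factors, library size alone, at least 10 counts in every library, without genes on X and Y, with either offset, with limma-voom, without robust estimation and at an adjusted p under 0.01. It moved under 2 settings. DESeq2 called 367 genes, 183 higher and 184 lower, of which 250 changed at least 2-fold. All 341 of the 367 that edgeR also tested had an unadjusted p under 0.05 with edgeR. The cause was not tested, but in the simulated data 26.2% of DESeq2's calls were false against 7.46% of edgeR's. Testing every gene with at least 1 count gave 36 genes, 30 of them at least 2-fold, and the cause was not tested. Across the 6 fits that each left out a library, the count ran from 0 to 91, and from 0 to 84 for changes of at least 2-fold. The 91 genes came without H3WT replicate 2, with 37 higher and 54 lower. Of these, 59 were also called by DESeq2 on all libraries. Without H3K9M replicate 3 there were 2 genes, Crabp2 and Eno1b, and the other 4 fits gave 0.

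The cartilage list, at a camera adjusted p of 0.05 in the reported fit, passed with library size alone (0.0282), with every gene that had a count (0.016) and with at least 10 counts in every library (0.022). Over the fits that left out a library its adjusted p ran from 6.74e-06 (without H3WT replicate 1) to 0.797 (without H3WT replicate 2). The hypertrophic list lost its call with the length and GC offset (0.0549), fry (0.221) and the estimated correlation (0.552), and ran from 0.00417 to 0.122 when a library was left out. The H3K9 machinery list lost its call with library size alone (0.0531), the length and GC offset (0.312), fry (0.234) and the estimated correlation (0.552), and ran from 0.0282 to 0.115. The protocadherin list lost its call with fry (0.828) and the estimated correlation (0.811). It kept it in the leave-one-out fits, from 8.23e-25 to 0.00967, and under the other alternatives. Its members had an estimated correlation of 0.813, far above the preset 0.01. For the other lists the cause was not tested, except where given. The fibroblast-like list turned positive with the length and GC offset (median 0.03, adjusted p 0.312) and ran from 0.033 to 0.788. The germline list turned negative with at least 10 counts in every library (median -0.19, adjusted p 0.476, with 4 genes left) and ran from 0.0905 to 0.729. The zinc-finger median, near 0, turned positive with library size alone (adjusted p 0.67) and with every gene that had a count (0.354), and ran from 0.085 to 0.824. With library size alone the median of all genes rose by 0.056, which accounts for that turn. The interferon list ran from 0.0127 to 0.694. The cause of the other turns was not tested.

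H3f3b turned to -0.001 with the GC offset and to -0.075 with the length and GC offset, and stayed between 0.05 and 0.08 when a library was left out. H3f3a ran from -0.145 to 0.029. Col1a1 turned to 0.026 with the GC offset, 0.225 with the length and GC offset and 0.056 with limma-voom, and ran from -0.50 to 0.48 when a library was left out. Col10a1 turned to 0.067 with limma-voom and ran from -0.55 to 0.32, and Acan ran from -0.74 to 0.79. The 6 genes with the smallest p kept their sign under all alternatives. They passed an adjusted p of 0.05 with DESeq2, with every gene that had a count and without H3WT replicate 2, and Crabp2 and Eno1b also without H3K9M replicate 3. The causes were not tested. For Crabp2 the adjusted p ranged from 3.38e-15 with DESeq2 to 0.486 in a leave-one-out fit.

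No paired analysis was possible because the groups share only the replicate number 1 in the labels. Low counts limit the germline list most: 6 of its 40 genes passed the filter and 23 had any count, and whether the others were silent or below the depth was not tested.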

Other observations

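The tests of Eno1b shares, of the order of muscle genes across libraries, of silent genes, of Xist and Ddx3y, of identical protocadherin counts, of edgeR counts on other splits, of the muscle list with fry under the offset, and of lists per library and by the largest shift of a gene under the offset were chosen only after the result was seen. For the offset, several such readings were tried and they did not all agree; where they differ, the values of each are given.

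The 6 libraries can be split into 3 and 3 in 10 ways, so the share of splits as large as the real one cannot go under 0.1. All 10 of the 10 splits gave at least 0 genes at an adjusted p under 0.05, the real count, and the same 10 held for 2-fold changes, which decides nothing; the split named next gave 1 such gene. The real split gave the most genes at an unadjusted p under 0.05, 1677 (1 of 10 splits as large). For DESeq2, 2 of the 10 splits gave as many calls. The split of H3K9M replicate 1 with H3WT replicates 1 and 4 against the other libraries gave 473, more than the 367 of the real groups. That split crosses genotype and follows the sign of the first principal component. The DESeq2 calls therefore cannot be told apart from variation between cultures by their number alone. For the lists, the number of the 10 splits with a camera p as small as the real one was 7 for cartilage, 7 for fibroblast-like, 2 for hypertrophic, 2 for H3K9 machinery, 10 for germline, 7 for interferon, 7 for zinc-finger and 4 for protocadherin genes.

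Eno1b, the gene with the second smallest p, is a candidate mapping artifact. Its transcript is 99.5% identical to that of Eno1. Reads shared with its other similar transcripts, such as Gm4735, were not examined. In H3K9M replicates 1, 3 and 5 Eno1b took 13.7% (95% Wilson interval 13.2 to 14.2), 13.9% (13.4 to 14.5) and 13.9% (13.5 to 14.2) of the reads of the pair, while the pair's sum ranged from 720.8 to 1641 CPM. A chi-square test found no difference among these 3 shares (p 0.781), so within H3K9M the share was constant to within counting error although Eno1b itself varied by 38% (coefficient of variation). In H3WT the share was 1.94%, 2.41% and 1.59%, and there the same test gave p 1.19e-07. The test covers counting error only and takes reads as independent, which amplification may break, so the H3WT p may be too small and whether the share varied between those cultures is open. Such noise would not make shares look more alike. The constant share within H3K9M is what would be seen if some Eno1 reads are counted as Eno1b, for example where a strain variant in Eno1 differs between the transgenic lines, which are on a mixed background of C57BL/6 and 129S4/SvJae. The variant itself was not examined. A separate Eno1b transcript regulated in step with Eno1 remains open but was not tested. Eno1 did not differ between groups (log2 fold change -0.02).

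The protocadherin list is likewise weaker than its p-value. Reads of the constant exons of the alpha and gamma clusters may be counted for each member, as 9 of the 14 alpha genes had exactly the counts of another member in all 6 libraries, and the median gamma gene had at most 1.03 times the count of the lowest gamma gene in any library. Repeated counting may explain why the alpha and gamma genes each move alike. Whether the list stays lower with each of these clusters counted once was then examined. With both clusters as 1 gene each, the 10 genes of the list had a median log2 fold change of -1.56, larger in size than that of the full list, and a camera adjusted p of 0.00235 at the preset correlation. As 8 of these 10 are beta genes, the larger median goes with a change in the make-up of the list. The lower median of this list, mostly of beta genes, therefore did not rest on repeated counting alone. Fry, which does not test repeated counting, gave an unadjusted p of 0.13 for these 10 genes. Fry thus detected no difference beyond the spread between replicates, which with 3 libraries per group does not exclude one. The 8 beta genes were all lower in H3K9M at low counts under the TMM scaling, of which Pcdhb22 barely differed (log2 fold change -0.02). Pcdhb4 had 0, 3 and 0 counts in H3K9M and 25, 14 and 18 in H3WT. With this gene, at the floor in H3K9M, set to its bound, the medians of the full and the collapsed list did not change (-0.38 and -1.56). Transcript length and GC bias cannot be told apart from the genotype here either. The list's median was -0.25 under the offset for both, against -0.38 without, and the preset camera test still passed (adjusted p 0.000262), but fry did not pass even without the offset (unadjusted p 0.311). A response of the beta cluster to the genotype remains open and untested.

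All 83 ribosomal protein genes were higher in H3K9M under each of the 3 scalings, with a median log2 fold change of 0.45, 65 of them at an unadjusted p under 0.05, and 72 of 75 respiratory chain genes were higher (median 0.39; 73 with library size alone), 38 of them at an unadjusted p under 0.05. This family was noticed in the data. The fold changes of all genes fell with transcript length (Spearman's rho -0.233 across 13298 genes, which are not independent replicates), from a median of 0.26 in the shortest 10% of transcripts to -0.14 in the longest 10%. The strongest of the other 9 splits had a rho of -0.182, so 1 of 10 splits was as strong and the trend cannot be told apart from variation between libraries. A length-dependent bias, for example from RNA fragmentation or size selection, may account for part of the rise. Part of the rise remained under the offset, but whether length bias is the whole cause is not settled. Lengths were those of the longest annotated transcript, so the offset may correct too little where a shorter one is expressed. Under the length and GC offset the median of the ribosomal protein genes was 0.207, 78 of 83 were higher, 26 had an unadjusted p under 0.05 and fry gave p 0.046, against 0.00581 without the offset. For the ribosomal protein genes this margin is narrow, as H3K9M replicate 3 and H3WT replicate 1 were then level (both -0.02). For the respiratory chain genes the median under the offset was 0.16, with 58 of 75 higher and 15 at an unadjusted p under 0.05. They then stood at 0.09 ± 0.06 in H3K9M and -0.08 ± 0.04 in H3WT (log2 deviation, SD, n = 3), without overlap, and fry was not run for them. Other genes matched on length and expression had a median of 0.171 without the offset and 0.044 under it. Relative to those, and without the offset, the ribosomal protein genes stood at 0.13 ± 0.07 in H3K9M and -0.15 ± 0.05 in H3WT (log2, SD, n = 3). The match was imperfect (median length 1439 against 1049 bases). Other genes of the shortest 10%, with a median length of 937 bases, rose by 0.23 without the offset and by 0.008 under it. The offset was fitted over these genes too, so their value near 0 follows from its fit. Reads shared with ribosomal protein pseudogenes and a difference in growth state were not tested; the mitosis list had a median log2 fold change of -0.10 and 0 genes at an unadjusted p under 0.05.

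Transcript length also bears on the other lists that were lower. Under the length and GC offset the median of the cartilage list was -0.652 and that of the hypertrophic list -0.366, against -0.61 and -0.42 without it. The offset moved the hypertrophic median little and the cartilage median away from 0. The bias that it models thus did not account for these medians. Neither list passed fry or camera with an estimated correlation after adjustment over the 8 lists even without the offset. Variation between cultures and genotype therefore cannot be told apart for these lists. Under the offset the libraries of the groups overlapped for both lists, unlike the muscle list below. By fry alone the order is the other way, as under the offset the hypertrophic list had an unadjusted p of 0.0344 and the muscle list 0.0508 (cartilage 0.728). For the H3K9 machinery list the median was -0.06 against -0.09, while the camera call was lost (adjusted p 0.312), and bias and genotype cannot be told apart for a shift this small.

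Skeletal muscle genes were higher in H3K9M. The 10 tested genes of the list of 18 were all higher under each scaling, with a median log2 fold change of 2.83 (2.41 without H3K9M replicate 3), which did not change with the gene at the floor in H3WT set to its bound. Camera gave p 5.06e-06, camera with an estimated correlation 0.11 and fry 0.042, all unadjusted. Of the listed genes, 5 passed when adjusted over the list alone, 0 over all genes and 6 at an unadjusted p under 0.05. Myod1 had 291, 1179 and 84 counts in H3K9M replicates 1, 3 and 5 and 0, 20 and 0 in H3WT replicates 1, 2 and 4. Des had 1209, 2029 and 172 counts against 87, 131 and 29. Acta1 overlapped between the groups, with 489, 687 and 117 counts against 466, 63 and 408, so H3WT cultures also hold some muscle transcripts, and Myh8, Myf5 and Pax7 were at 0 in all 6 libraries. Under the length and GC offset the median was 2.535 and fry gave p 0.0508, against 0.042 without it. As the whole cause this bias is argued against by size: the offset moved no tested gene of the list by more than 0.359 (log2), and all 10 stayed higher. The list then stood at 1.44 ± 1.57 in H3K9M and -1.17 ± 0.56 in H3WT (log2 deviation, SD, n = 3), without overlap, which chance gives in 1 of 10 splits. Whether the genotype or the cultures lie behind the rise is not settled by this, as fry did not pass 0.05 under the offset. A candidate explanation is muscle-lineage cells carried into the H3K9M cultures: 12 of the 14 detected genes ranked the H3K9M libraries in the same order, replicate 3, then 1, then 5. A myogenic programme within the chondrocytes would give the same order and remains open. A general loss of silencing also remains open. Of 19278 genes at or under 3 counts in every H3WT library, 2 reached 20 counts in every H3K9M library, against 0 in the opposite direction and at most 1 in the 18 other assignments of libraries. This count leaves out genes that are low in H3K9M replicate 5, such as Myl1 (165, 274 and 15 counts against 0 in each H3WT library), so it cannot decide. None of the muscle genes is on another list used here. The 4 tested macrophage and blood genes had a median of 0.54 and the 3 endothelial genes -0.72, with 0 of either at an unadjusted p under 0.05.

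The 2 genes that went from the floor to 20 counts or more were Prl2c3 (52, 739 and 43 counts in H3K9M, at least 82.6-fold higher) and LOC101056073 (46, 142 and 98 counts, at least 29.8-fold higher), both named after their values were seen. The bound for Prl2c3 rests mostly on H3K9M replicate 3, which held 739 of its counts. Neither gene was weighed further.

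Every library held both Xist and Y-linked transcripts. Xist ranged from 998 counts in H3WT replicate 1 to 8412 in H3K9M replicate 3, and Ddx3y from 591 in H3WT replicate 2 to 1463 in H3K9M replicate 5. The smallest count of either gene, 591, is far above the floor, which is consistent with cells of both sexes in each culture, in differing proportions. The groups overlapped for each of the 5 tested sex-linked genes, and none had an unadjusted p under 0.05 (edgeR). No difference in sex ratio between the groups was therefore seen. The ratio varied within both groups and was not fitted as a term, so a part in the group difference was not excluded. Without genes on X and Y, 1630 of 13296 genes (12.3%) had an unadjusted p under 0.05, but few genes were removed and effects of sex on autosomal genes were not separated. The 5 tested sex-linked genes had a median log2 fold change of 0.21.

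It was tested whether neighbouring genes changed together, as domains under H3K9 methylation might. There were 136 adjacent pairs of genes with unadjusted p under 0.05 in the same direction, 1.39 times the mean of 1000 shuffled gene orders (98.1). But 8 of the 10 splits, the real one included, had an excess as large or larger, up to 3.23 times (40 pairs). That ratio is unsteady where pairs are few, as in a split with 5 pairs against a shuffled mean of 3.09. The real 136 pairs exceeded the highest shuffled order (130). So did the 116 pairs of the split with 473 DESeq2 calls (highest 93, excess 1.79 times). Clustering of this kind was therefore not confined to the real groups, and whether part of it follows genotype is open. Neighbours that share reads, such as the protocadherins, were not removed. Crabp2 and Cyp26b1, which bind and break down retinoic acid, moved in opposite directions. Whether a lower retinoic acid response might lie behind this was left open by 8 tested genes of a separate list of 14, of which 4 were lower and 4 higher (median 0.22, camera p 0.299, unadjusted).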
